A study of Saccharomyces cerevisiae with 16 samples.

How the data were processed

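The series holds 16 libraries of polyadenylated RNA from budding yeast (Saccharomyces cerevisiae), in 4 groups of 4 replicates numbered 2 to 5. The groups are H3 WT, H3 H113N, H3 WT with YFH1 off and H3 H113N with YFH1 off, and each sample was placed in its group by its title. Per the labels' protocols, which are worded for cells with YFH1 off and attached to all 16 samples, cells were moved from YPG to SC medium at an OD600 of 1, grown at 30 °C with shaking and diluted again every 12 h for 36 h, then grown for another 8 h, for 44 h in all. Per the labels' protocols, RNA was extracted with hot acid phenol, treated with DNase, made into libraries with a KAPA mRNA kit and sequenced on an Illumina NovaSeq. The strains with YFH1 off carry YFH1 behind the GAL1 promoter, per the labels.

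The authors deposited a table of whole-number counts per gene, with 1 column per library and 6692 genes. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file headers. The authors also deposited a table of normalized counts, in which each value equals the count divided by 1 size factor per library; the factors recomputed here from the deposited counts by DESeq2's median of ratios were the same to 4 digits. That table is named for DESeq2 per the file headers and holds 4 columns of adjusted p-values deposited by the authors, whose model and filter are not stated. That table was used for gene names, for this check and for its adjusted p-values, and every test here used the deposited counts. No column of per-sample values was left unassigned (0 columns).

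The counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with the groups as the factor, which asks for about 1.17 CPM (counts scaled by library size) in at least 4 libraries, and 5876 genes were tested; 160 genes had no read in any library. Library sizes were scaled by TMM factors. A quasi-likelihood model with 1 mean per group was fitted to all 16 libraries (glmQLFit, glmQLFTest), and 5 contrasts were tested: YFH1 off against on in each H3 genotype, H113N against WT with YFH1 on and with YFH1 off, and the difference between the YFH1 effects in H113N and WT, called the interaction here. P-values were adjusted by Benjamini-Hochberg (BH) within each contrast, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were taken as the log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes; log2 CPM values use a prior count of 2.

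The size of the YFH1 effect in H113N relative to WT was measured by slopes. For each replicate number, genes called in WT and their log2 fold changes were taken from a fit without that number, and the log2 CPM difference (off minus on) of the left-out replicate was regressed on them through the origin, separately in each genotype. The 4 slopes of each genotype were compared by a two-sided exact permutation test, whose smallest possible p is 0.0286. The 4 gene lists, written before the data were examined (27 iron regulon, 10 copper response, 22 respiratory chain and 16 oxidative stress genes), were tested in 3 contrasts with camera, using the inter-gene correlation estimated from the data, and the 12 p-values were adjusted by BH. CUP1-1 and CUP1-2 of the copper list had 0 and 1 counts over all libraries and were not tested. How reads that match several genes were counted is not stated, so these counts do not show that both genes were silent.

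Genes are named by a rule set before the data were examined. YFH1 and the H3 genes HHT1 and HHT2 are always named. For each contrast the 3 largest rises and 3 largest falls are named among genes past the threshold, with an average log2 CPM of at least 3 and the same direction in all 4 differences between libraries of the same number. From each list, the 2 members with the smallest adjusted p for the YFH1 effect in WT and the member with the smallest interaction p are named. The replicate number in the titles is the source of the pairing between groups; fits with that number as a replicate block are given beside those without it. The pairing was checked by the correlation over genes of the deviations from the group means of libraries with the same number.

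Total counts per library ran from 6694390 to 10663540. At these depths the floor of 3 counts stands at 0.279 to 0.487 CPM, and intervals and floors from counts cover counting error only. A fold change against a group whose 4 libraries all hold 3 counts or fewer is given as a lower bound against the floor. Gene names come from the deposited table. The RefSeq annotation of assembly R64 matched 6008 of the 6692 gene identifiers and 5637 of the 5876 tested genes; it was used for GC content, gene length, repeated sequence and overlap between genes, and no coordinates are given because the build behind the counts is not stated. Chromosome and arm were read from the systematic gene names.

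The alternatives tried were no gene filter, at least 10 counts in every library, DESeq2 size factors, library size only, DESeq2 1.42.0 as the test, only the groups compared in the fit, the replicate block, each replicate number left out in turn, fry in place of camera, and for the slopes other gene choices (those from H113N or from both genotypes chosen after seeing the data), an intercept and the control group's mean. The same model was tested on simulated counts for 5676 genes, of which 200 were changed: it recovered 100% of them in the WT contrast with 11 false calls among 211, 89.5% in the H113N contrast with a simulated effect 0.4 times as large, and a slope ratio of 0.402. Of the gene lists tested there, 20 raised genes gave a camera p of 7.02e-12 and 20 unchanged genes a p of 0.695. The simulated changes were at least 2-fold in WT and lay in well expressed genes. No library was made to stand apart, and no gene differed between the genotypes with YFH1 on. In the data, 49.5% of genes were called on shutoff in WT and 46.2% between the genotypes with YFH1 on. The simulated rates and ratio therefore do not carry over to the data.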

Results

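Messenger RNA was sequenced from 16 yeast cultures in a 2 by 2 design. The factors were the genotype of histone H3, either WT or with asparagine in place of a histidine (H113N), and the state of YFH1, either on or turned off in strains that carry the gene behind the GAL1 promoter, so that the shutoff and the construction of the strain cannot be told apart. YFH1 encodes frataxin, a mitochondrial protein that takes part in building iron-sulfur clusters. The series title links the mutated H3 residue to a cupric reductase activity, and the design asks whether the transcript changes that follow the loss of YFH1 depend on it. Each of the 4 groups held 4 replicates, numbered 2 to 5.

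Total counts ran from 8135080 to 8877716 in H3 WT, from 7125906 to 8680278 in H113N, from 6694390 to 9964362 in WT with YFH1 off and from 8512726 to 10663540 in H113N with YFH1 off. The 10 genes with the most counts took between 8.99% and 11.9% of each library. All 24 pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 2.965 to 76.92, so no library was a copy of another; this does not show that the cultures were independent, and the libraries were counted as separate replicates because the labels number them so. In a principal component analysis of log2 CPM over the 5876 tested genes, the first component held 50.2% of the variance and the second 32.2%. The first component placed the WT libraries with YFH1 off between -37.1 and -35.9, the WT libraries between -8.55 and -8.12, the H113N libraries with YFH1 off between 18.9 and 20.4, and the H113N libraries between 23.4 and 26.4. The labels give no sequencing batch or date.

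YFH1 (YDL120W) was measured at 63.5 ± 3.31 CPM in WT and 51.8 ± 5.06 CPM in H113N (mean ± SD, n = 4 each). With YFH1 off it stood at 7.16 ± 1.29 CPM in WT and 10.6 ± 1.74 CPM in H113N (SD, n = 4 each), which was 11.3% and 20.4% of the level with YFH1 on. The log2 fold change was -3.14 (SE 0.121, BH-adjusted p = 1.95e-12 by edgeR) in WT and -2.30 (SE 0.111, BH-adjusted p = 1.04e-09 by edgeR) in H113N. The reduction was smaller in H113N by 0.84 on the log2 scale (SE 0.17, BH-adjusted p = 0.00113 by edgeR), and the YFH1 level that remained was higher in H113N than in WT (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 can give). With the replicate number as a replicate block (correlations of same-numbered deviations -0.0768 in WT and 0.134 in H113N), the changes were -3.14 and -2.30, and the difference was 0.84 (BH-adjusted p = 0.00312 by edgeR). In the strains with YFH1 on, its log2 fold change in H113N against WT was -0.29 (SE 0.0956, BH-adjusted p = 0.02 by edgeR), a call that was lost with library size only as the scaling (-0.22, BH-adjusted p = 0.0793 by edgeR) and without replicate 2, 3 or 5.

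**Figure D1:**
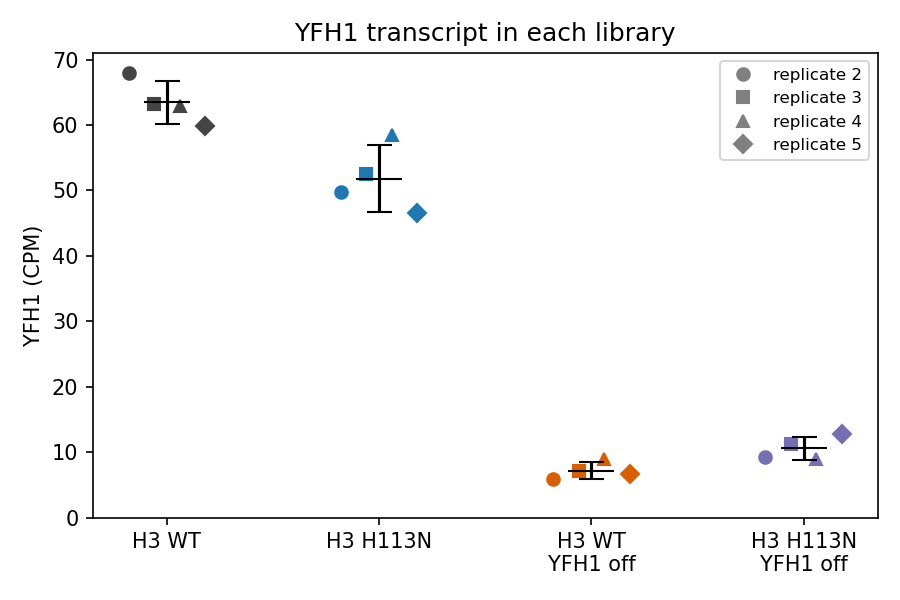
YFH1 transcript in CPM (vertical axis) in each library, by group (horizontal axis). Symbols mark replicate numbers, the bar is the mean and the whiskers are 1 SD (n = 4); all libraries with YFH1 off lie between 5.86 and 12.7 CPM and all with YFH1 on between 46.5 and 67.9 CPM.

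The H3 genes HHT1 (YBR010W) and HHT2 (YNL031C) rose when YFH1 was off in WT, by a log2 fold change of 0.84 (SE 0.141, BH-adjusted p = 0.000106 by edgeR) and 0.79 (SE 0.0579, BH-adjusted p = 6.66e-09 by edgeR). In H113N neither change was larger than the spread between replicates (log2 fold change 0.018 and 0.019, BH-adjusted p = 0.948 and 0.87 by edgeR). The interaction was -0.82 (SE 0.198, BH-adjusted p = 0.00458 by edgeR) for HHT1 and -0.77 (SE 0.0815, BH-adjusted p = 1.9e-06 by edgeR) for HHT2. The interaction with a replicate block was -0.84 and -0.77. Compared with WT, HHT1 in H113N differed by 0.50 with YFH1 on (SE 0.14, BH-adjusted p = 0.00816 by edgeR; 0.50 with BH-adjusted p = 0.0532 with only the groups compared) and by -0.32 with YFH1 off (SE 0.139, BH-adjusted p = 0.0664 by edgeR; -0.32 with BH-adjusted p = 0.0364 with a replicate block). HHT2 differed by -0.079 with YFH1 on (SE 0.0576, BH-adjusted p = 0.28 by edgeR) and by -0.85 with YFH1 off (SE 0.0579, BH-adjusted p = 3.9e-09 by edgeR). HHT1 lies on chromosome II, whose genes were higher as a whole in H113N with YFH1 on. In each gene 12.2% of the 50-base words occur more than once in the R64 genome, so their separate counts are uncertain; their sum was 1150 ± 176 CPM in WT, 2013 ± 72.2 CPM in WT with YFH1 off, 1300 ± 88.5 CPM in H113N and 1317 ± 59.3 CPM in H113N with YFH1 off (SD, n = 4 each). The sum differed by YFH1 state in WT (two-sided exact permutation p = 0.0286) and not in H113N (two-sided exact permutation p = 0.714).

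The effect of YFH1 shutoff in WT was asked first. Of 5876 genes, 2909 (49.5%) differed between YFH1 off and on (edgeR, BH-adjusted p under 0.05), 1440 higher and 1469 lower; at least 2-fold, 289 genes were higher and 240 lower. A replicate block gave 2944 genes, and the deviations of same-numbered libraries of both groups correlated at -0.0768, so that the numbers did not pair the samples measurably. Among the alternatives, leaving out replicate 4 moved the count most, to 2348 genes. With library size only, the median log2 fold change of all genes moved from 0.00867 to -0.107, and the share of called genes that were higher moved from 49.5% to 30.9% (from 54.6% to 43.5% among those at least 2-fold changed). The authors' deposited table gives 2867 genes with an adjusted p-value under 0.05, and the authors' deposited table and the edgeR test shared 2762 genes.

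The largest rises in WT were in DAN1 (YJR150C), YMR317W and LSO1 (YJR005C-A), each in the same direction in all 4 replicate numbers. DAN1 had at most 3 counts in any WT library and 304 ± 37.4 CPM (SD, n = 4) with YFH1 off, at least 818-fold higher. YMR317W rose from 2.20 ± 0.564 to 1546 ± 235 CPM (SD, n = 4 each), a log2 fold change of 9.44 (SE 0.18, BH-adjusted p = 4.82e-16 by edgeR). LSO1, an iron regulon member, rose from 0.628 ± 0.544 to 341.7 ± 50.7 CPM (SD, n = 4 each), a log2 fold change of 9.07 (SE 0.299, BH-adjusted p = 2.57e-13 by edgeR). The largest falls were in CYC1 (YJR048W), from 27.7 ± 5.55 to 0.341 ± 0.286 CPM, in CIR2 (YOR356W), from 186.7 ± 11 to 9.42 ± 0.591 CPM, and in CYT1 (YOR065W), from 109.6 ± 32.6 to 6.37 ± 1.77 CPM (SD, n = 4 each). Their log2 fold changes were -6.24 (SE 0.298), -4.31 (SE 0.0924) and -4.12 (SE 0.209), with BH-adjusted p of 2.42e-11, 1.53e-15 and 5.61e-11 by edgeR.

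The same shutoff in H113N called 1209 genes (20.6%; edgeR, BH-adjusted p under 0.05), 696 higher and 513 lower, of which 75 changed at least 2-fold, 60 higher and 15 lower. A replicate block gave 1218 genes; the correlation of same-numbered deviations was 0.134. Leaving out replicate 4 moved the count most, to 637 genes. With only the groups compared it rose to 1481. The share of called genes that were higher was 57.6%, and it moved to 37.2% with library size only and to 48.6% with only the groups compared, so that most calls were then lower. The median log2 fold change of all genes moved with it, from 0.0231 to -0.0379 and -0.00467. The majority direction thus depends on the scaling of the libraries, as library size only shows. With only the groups compared, the part of the scaling was not separated from the rest of the fit. The authors' deposited table gives 1180 genes with an adjusted p-value under 0.05, of which 1115 were also called by edgeR. The largest rises were in FIT1 (YDR534C), from 19.1 ± 2.89 to 485.3 ± 42.6 CPM, LSO1, from 2.37 ± 1.39 to 31 ± 5.06 CPM, and FIT3 (YOR383C), from 967.9 ± 348 to 7266 ± 331 CPM (SD, n = 4 each). Their log2 fold changes were 4.67 (SE 0.129), 3.70 (SE 0.272) and 2.91 (SE 0.234), with BH-adjusted p of 4.54e-13, 1.63e-07 and 3.83e-07 by edgeR. Apart from YFH1 itself, the largest falls were in CYC1, with a log2 fold change of -1.75 (SE 0.178, BH-adjusted p = 3.67e-06 by edgeR), and MF(ALPHA)1 (YPL187W), with -1.36 (SE 0.136, BH-adjusted p = 3.22e-06 by edgeR). In MF(ALPHA)1, 14.3% of 50-base words occur more than once in the R64 genome. Whether these repeats lie within the gene or in others was not determined, so its count may be uncertain.

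**Figure D2:**
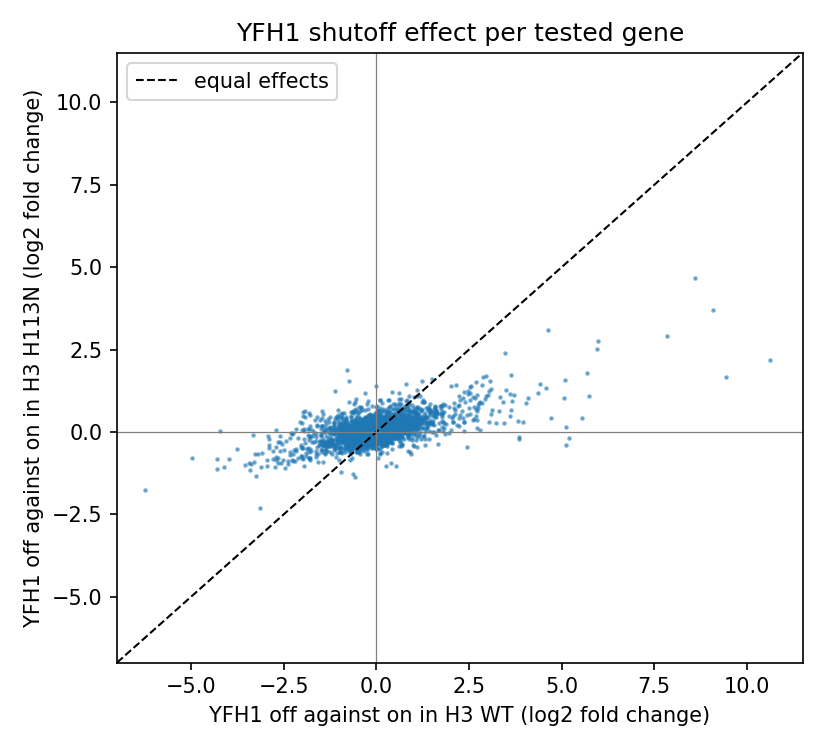
Log2 fold change of YFH1 off against on for each of the 5876 tested genes, in H3 WT (horizontal axis) and in H3 H113N (vertical axis); each point is a gene and the dashed line marks equal effects. Of the genes changed at least 2-fold in WT, 453 had a fold change of the same sign in H113N, whether or not called there, and 280 were called there in the same direction. By the estimates, 524 had the smaller absolute change in H113N.

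The interaction test asked whether the YFH1 effect differed between the H3 genotypes. It called 1808 genes (30.8%; edgeR, BH-adjusted p under 0.05), 998 with a more positive and 810 with a more negative effect in H113N, and 385 of them by at least 2-fold. The fit with a replicate block called 1802 genes; the correlation of same-numbered deviations over all 4 groups was 0.0402. Leaving out replicate 4 moved the count most, to 1173 genes, and library size only moved the share that was more positive from 55.2% to 65.9%. Of the 880 genes called in both genotypes, 774 changed in the same direction and 106 in opposite directions. Of the genes changed at least 2-fold in WT, 464 were called in the interaction, and all 464 had the smaller effect in H113N; since these genes were chosen for a large effect in WT, that count favours a smaller effect in H113N.

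When the genes were chosen without the replicate that was scored, the slope was 0.892 ± 0.045 in WT and 0.237 ± 0.0251 in H113N (SD, n = 4 each; 2348 to 3168 genes per replicate). The ratio was 0.266 (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 can give). Here the pairing by replicate number is part of the measure; with the mean of the control group in place of the paired sample, the ratio was 0.257. Both slopes rest on genes and fold changes taken from WT, which favours a lower slope in H113N. Both slopes of a replicate number also use the same genes and fold changes, and the fits share libraries. The permutation test takes the slopes as independent, so its p is only approximate for each ratio here. With genes and fold changes taken from H113N instead, an alternative chosen after seeing the data that moved the ratio most, the slopes were 1.76 ± 0.024 in WT and 0.898 ± 0.0627 in H113N (SD, n = 4 each; ratio 0.51, two-sided exact permutation p = 0.0286). With the mean of both genotypes, also chosen after seeing the data, the ratio was 0.321 (two-sided exact permutation p = 0.0286). Over all tested genes the median absolute log2 fold change on shutoff was 0.234 in WT and 0.12 in H113N.

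The genes with the largest interaction were CYC1 (log2 4.49, SE 0.408), FUS1 (YCL027W; 3.25, SE 0.151) and YLR042C (3.22, SE 0.251), which fell less in H113N, and DAN1, YMR317W (-7.77, SE 0.231) and LSO1 (-5.38, SE 0.575), which rose less. Their BH-adjusted p by edgeR lay between 1.39e-12 (YMR317W) and 2.12e-06 (LSO1). FUS1, a gene of the mating pathway, fell from 56.2 ± 6.15 to 4.18 ± 0.578 CPM in WT and from 58.1 ± 5.93 to 40.7 ± 1.75 CPM in H113N (SD, n = 4 each). DAN1 reached 304 ± 37.4 CPM in WT with YFH1 off and 9.86 ± 1.26 CPM in H113N with YFH1 off (SD, n = 4 each).

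**Figure D3:**
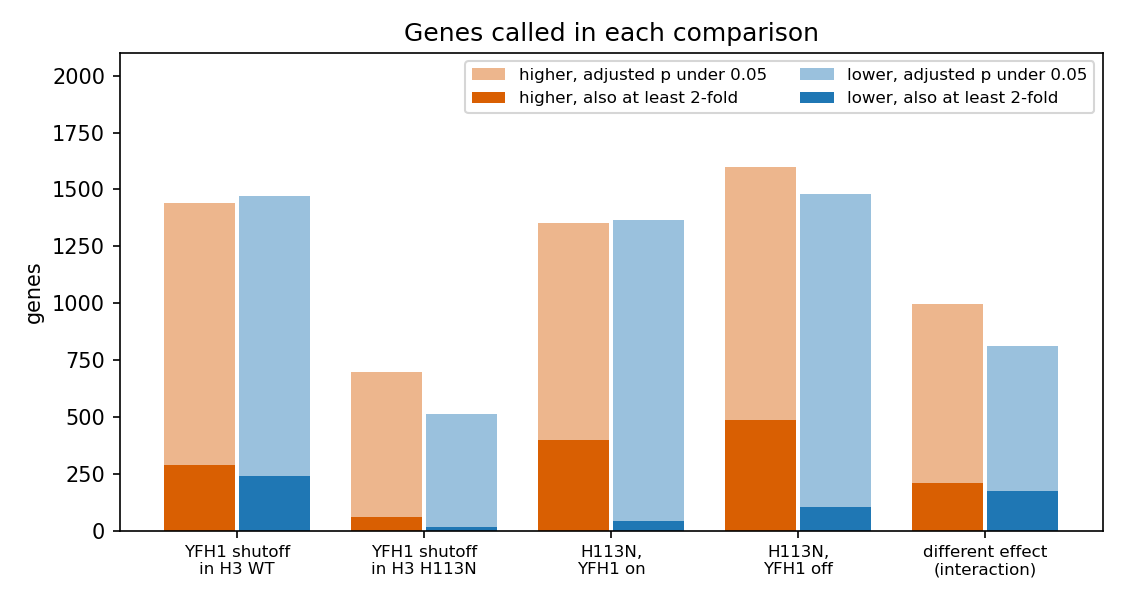
Number of genes (vertical axis, from 0) called higher or lower in each of the 5 comparisons (horizontal axis). Pale bars are genes with a BH-adjusted p under 0.05 and dark bars those also changed at least 2-fold; shutoff called 2909 genes in WT and 1209 in H113N.

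The 4 gene lists were fixed before the data were examined. The 27 iron regulon genes rose on shutoff in both genotypes, with a median log2 fold change of 2.95 in WT (25 higher, 2 lower; camera, BH-adjusted p = 0.00402) and 1.11 in H113N (27 higher; camera, BH-adjusted p = 0.00347). The median interaction was -1.56 (25 lower, 2 higher; camera, BH-adjusted p = 0.0151). The 22 respiratory chain genes fell in both, with medians of -2.44 in WT and -0.83 in H113N (all 22 lower in each; camera, BH-adjusted p = 0.0151 for both), and a median interaction of 1.57 (all 22 higher; camera, BH-adjusted p = 0.0333). Under the replicate block, the iron medians were 2.96, 1.13 and -1.58 (camera, BH-adjusted p = 0.00231, 0.00231 and 0.0155) and the respiratory medians -2.43, -0.83 and 1.57 (camera, BH-adjusted p = 0.028, 0.028 and 0.0543), so that the respiratory interaction was past the threshold only without the block; the correlations of same-numbered deviations were -0.0768, 0.134 and 0.0402. In the iron list 26 members were called in WT, over all genes and over the list alone, 25 in H113N by both counts, and 25 (26 over the list alone) in the interaction. In the respiratory list these counts were 22 in WT, 21 (22) in H113N and 20 (21) in the interaction. With library size only, the directions of these medians were the same.

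The copper response and oxidative stress lists did not pass the threshold in any of the 3 contrasts. Camera asks whether a list moved in the same direction more than other genes, so opposite changes within a list can cancel. In WT the oxidative stress genes ran from -3.26 to 3.10 (11 higher, 5 lower) and the copper response genes from -0.113 to 2.88 (6 higher, 2 lower). The 8 tested copper response genes had medians of 0.74, 0.38 and -0.33 in WT, H113N and the interaction (camera, BH-adjusted p = 0.286, 0.206 and 0.507), and the 16 oxidative stress genes 0.35, 0.12 and -0.18 (camera, BH-adjusted p = 0.643, 0.872 and 0.593). Under the replicate block the copper medians were 0.73, 0.38 and -0.33 (camera, BH-adjusted p = 0.287, 0.22 and 0.486) and the oxidative stress medians 0.36, 0.12 and -0.19 (camera, BH-adjusted p = 0.614, 0.902 and 0.567). Single members did change: in WT, 5 copper response and 12 oxidative stress genes were called by edgeR (BH-adjusted p under 0.05), both over all genes and over the list alone. In H113N these counts were 4 and 7 (8 over the list alone), and in the interaction 4 and 12. FRE1 (YLR214W) rose by a log2 fold change of 2.88 (SE 0.235, BH-adjusted p = 2.53e-08 by edgeR) and CTR1 (YPR124W) by 2.74 (SE 0.298, BH-adjusted p = 9.04e-07 by edgeR), and CTR1 rose less in H113N (interaction -2.00, SE 0.444, BH-adjusted p = 0.00246 by edgeR). OYE3 (YPL171C) rose by 3.10 (SE 0.151, BH-adjusted p = 3.38e-11 by edgeR) and CCP1 (YKR066C) changed by -3.26 (SE 0.149, BH-adjusted p = 1.33e-11 by edgeR).

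Of the iron list, FIT1 rose from 10.9 ± 2.28 to 4186 ± 291 CPM in WT and FRE2 (YKL220C) from 16.4 ± 2.57 to 1042 ± 57.3 CPM (SD, n = 4 each). The log2 fold changes were 8.59 (SE 0.153, BH-adjusted p = 3.82e-16 by edgeR) and 5.99 (SE 0.172, BH-adjusted p = 7.34e-14 by edgeR), and the FIT1 interaction was -3.92 (SE 0.175, BH-adjusted p = 9.36e-11 by edgeR). Of the respiratory list, QCR7 (YDR529C) changed by -2.79 (SE 0.115, BH-adjusted p = 4.11e-12 by edgeR) and COR1 (YBL045C) by -2.48 (SE 0.111, BH-adjusted p = 1.14e-11 by edgeR) in WT, with an interaction of 1.97 (SE 0.152, BH-adjusted p = 5.64e-08 by edgeR) for QCR7. Part of FIT1 (11.9% of its 50-base words) occurs more than once in the R64 genome, within the gene or elsewhere.

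**Figure D4:**
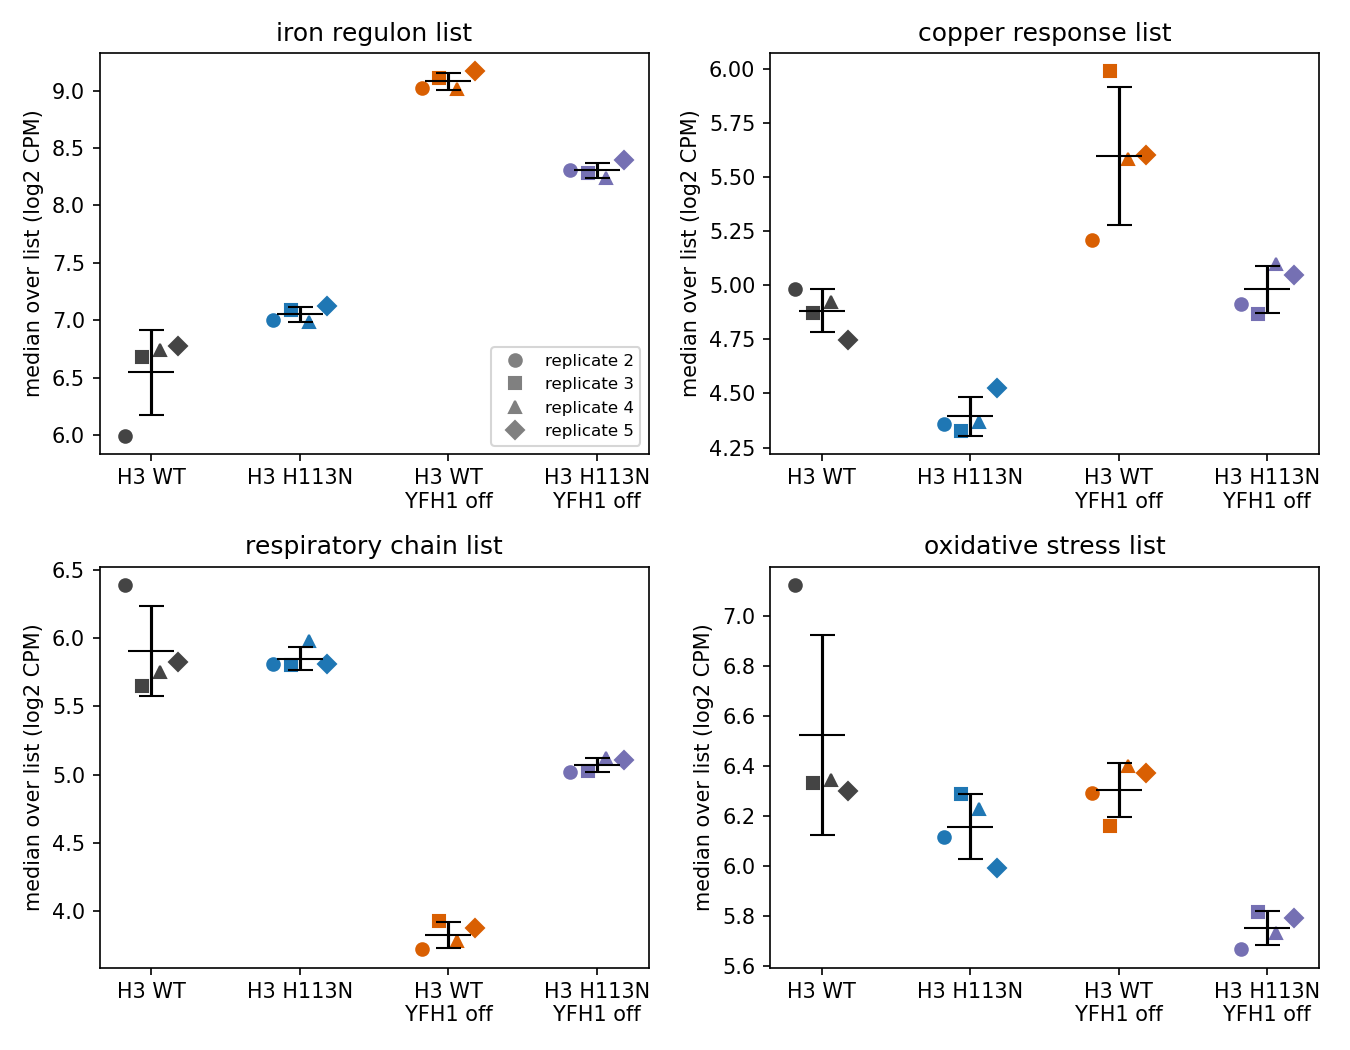
Median log2 CPM over each gene list (vertical axis) in each library, by group (horizontal axis). Symbols mark replicate numbers, the bar is the mean and the whiskers are 1 SD (n = 4); H3 WT replicate 2 stood apart from the other WT libraries in the iron regulon list (5.995 against 6.679 to 6.775) and the oxidative stress list (7.126 against 6.301 to 6.345).

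With YFH1 on, 2716 genes (46.2%) differed between H113N and WT (edgeR, BH-adjusted p under 0.05), 1351 higher and 1365 lower; of the 436 changed at least 2-fold, 396 were higher and 40 lower. The replicate block gave the same number (2716 genes, 2632 of them shared), and the correlation of same-numbered deviations was 0.0197. Leaving out replicate 3 moved the count most, to 2025 genes, and it was highest without replicate 2, at 2863. Library size only moved the share that was higher from 49.7% to 66.1%, and requiring 10 counts in every library left 203 genes with a 2-fold change, 170 higher and 33 lower. The authors' deposited table gives 2680 genes with an adjusted p-value under 0.05, of which 2540 were also called by edgeR. The largest rises were in MF(ALPHA)1 (from 1.12 ± 0.276 to 32.7 ± 2.63 CPM), PAU24 (YBR301W; from 0.446 ± 0.184 to 12.1 ± 2.04 CPM) and ADH2 (YMR303C; from 4.71 ± 1.13 to 112.9 ± 9.19 CPM; SD, n = 4 each), with log2 fold changes of 4.85 (SE 0.201), 4.73 (SE 0.271) and 4.58 (SE 0.121) and BH-adjusted p of 3.97e-11, 1.76e-09 and 2.32e-13 by edgeR. PAU24 belongs to a gene family, with 52.9% of its 50-base words found more than once in the R64 genome (14% for ADH2), and its count is uncertain. The largest falls were in TAL1 (YLR354C; -1.84, SE 0.0592), MHF1 (YOL086W-A; -1.72, SE 0.137) and ADK1 (YDR226W; -1.64, SE 0.0685), with BH-adjusted p of 2.43e-12, 5.17e-08 and 3.97e-11 by edgeR. The iron list was already higher in H113N by a median of 0.81 (23 of 27 genes), and the respiratory list differed by -0.13 (16 of 22 lower); no list test was planned for this contrast.

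With YFH1 off, 3078 genes (52.4%) differed between H113N and WT (edgeR, BH-adjusted p under 0.05), 1599 higher and 1479 lower; of the 590 changed at least 2-fold, 487 were higher and the others lower. The replicate block gave 3088 genes, and the correlation of same-numbered deviations was 0.123. Leaving out replicate 4 moved the count most, to 2471 genes. With only the groups compared it rose to 3493. With library size only, the median log2 fold change of all genes was 0.133 and the share of called genes that were higher moved from 51.9% to 73.9%. Requiring 10 counts in every library left 340 genes with a 2-fold change, 248 higher and 92 lower. The authors' deposited table gives 3076 genes with an adjusted p-value under 0.05, of which 2927 were also called by edgeR. Of the genes called with YFH1 on and with YFH1 off (1810), 1442 differed in the same direction. The largest rises were in YOR387C (7.25, SE 0.751), POT1 (YIL160C; 6.11, SE 0.245) and ADH2 (5.80, SE 0.134), with BH-adjusted p of 5.83e-07, 6.87e-12 and 2.22e-14 by edgeR; YOR387C varied between replicates, from 92.4 to 320 CPM in H113N with YFH1 off. The largest falls were in YMR317W (-5.45, SE 0.136), DAN1 (-4.95, SE 0.118) and SET4 (YJL105W; -3.84, SE 0.124), with BH-adjusted p of 2.3e-14, 2.22e-14 and 5.69e-13 by edgeR. The iron list was lower in H113N by a median of -0.87 (24 of 27 genes) and the respiratory list higher by 1.31 (22 of 22 genes).

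The genes of chromosomes I and II were higher as a whole in H113N with YFH1 on. Relative to the median of all genes in each library, the median of the 92 tested genes of chromosome I stood 0.214 ± 0.064 (log2) above the WT mean, and that of the 414 genes of chromosome II 0.207 ± 0.051 (SD, n = 4 each). The corresponding values in H113N with YFH1 off were 0.036 ± 0.009 and 0.010 ± 0.007 (SD, n = 4 each). In WT with YFH1 off, chromosome I stood at 0.062 ± 0.029 (SD, n = 4), so that it was above WT in all 3 other groups (two-sided exact permutation p = 0.0286 in each, BH-adjusted p = 0.0624), and chromosome II at 0 ± 0.013 (SD, n = 4; two-sided exact permutation p = 0.914). On both chromosomes, 4 of 4 H113N libraries with YFH1 on stood above all WT libraries (two-sided exact permutation p = 0.0286, the smallest possible); this fails the correction for the 48 chromosome and group tests (BH over the exact tests, adjusted p = 0.0624). The same p was reached by much smaller shifts on other chromosomes, such as -0.037 on IV, -0.064 on VII and -0.025 on XV in H113N with YFH1 on, so that chromosomes I and II stood apart by the size of the shift and not by its p. Of the 506 genes on these chromosomes, 276 were called in H113N with YFH1 on, 32 of them lower and the others higher, and 170 were called lower and 15 higher on shutoff in H113N. HHT1, PAU24 and COR1 lie on chromosome II. Outside both chromosomes, 1007 genes were called on shutoff in H113N and the slope ratio was 0.268. The share of these calls that were higher moved from 57.6% to 66.4%. For H113N against WT with YFH1 on, that share moved from 49.7% to 45.4%.

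**Figure D5:**
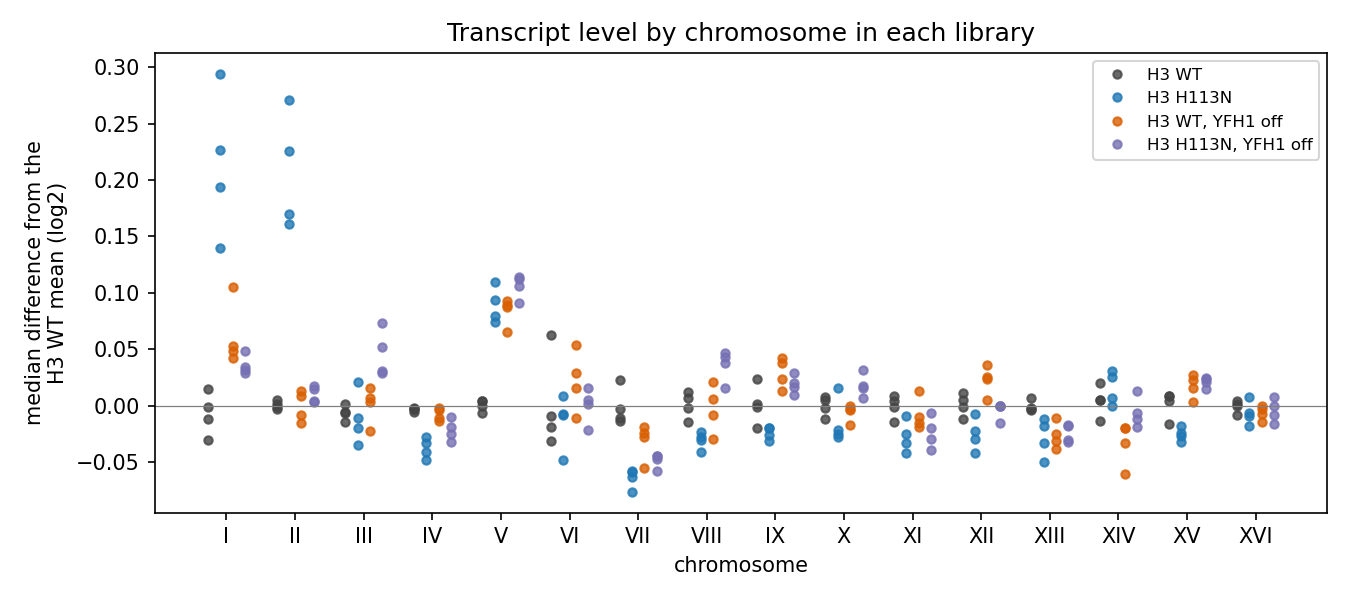
Median difference from the H3 WT mean (log2, vertical axis) of the tested genes of each chromosome (horizontal axis), relative to the median of all genes in the same library; each point is a library, coloured by group. The 4 H113N libraries with YFH1 on lie between 0.14 and 0.294 on chromosome I and between 0.161 and 0.271 on chromosome II, and the 3 groups other than WT lie between 0.065 and 0.114 on chromosome V.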

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

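The tests of the YFH1 level left, of H3 WT replicate 2 (its influence, depth and batch) and of the H113N baseline were chosen only after the result was seen; those of depth, composition, GC content and mixture were chosen before the data were examined.

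The effect of YFH1 shutoff differed between the H3 genotypes in the interaction test itself: 1808 genes passed the threshold, 385 of them with a 2-fold difference, and the ratio of slopes was 0.2659 with genes taken from WT (0.51 with genes taken from H113N, an alternative chosen after seeing the data). The iron regulon list (median interaction -1.565) and the respiratory chain list (1.572) stood out in the same test, the latter only without the replicate block. Among single genes the interaction was 0.838 for YFH1, -0.819 for HHT1, -0.769 for HHT2, 4.487 for CYC1, 3.248 for FUS1, 3.22 for YLR042C, -7.773 for YMR317W, -5.377 for LSO1, -3.918 for FIT1, -2.00 for CTR1, 1.969 for QCR7 and -2.556 for OYE3. For DAN1 it was -8.44, which rests on a WT group at the floor of 3 counts.

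Several technical explanations of the smaller effect were tested. After every library was thinned to 6694390 counts, H113N still gave 38.1% as many shutoff calls as WT (41.6% before), so sequencing depth did not account for it. The ratio of calls depends on the fit, however. It was 57.9% with only the groups compared, where the H3 WT libraries have no part in the H113N fit. It was 41.2% without replicate 2, and 29.9%, 27.1% and 31.3% without replicate 3, 4 and 5. With library size only in place of TMM factors the ratio of slopes was 0.2649. A common factor per library hardly moves such a slope, so that ratio alone does not test library composition. A common factor would, however, move all genes alike. The median interaction was 0.0113 over all genes, -1.565 for the iron list and 1.572 for the respiratory list. With library size only these were 0.0666, -1.511 and 1.628. For these lists the opposite directions argue against library composition, taken as a common factor per library. Without replicate 2, which tests the outlying H3 WT replicate 2, the ratio of slopes was 0.2542. After GC content and gene length were regressed out of both fold changes (values for 95.9% of tested genes), the slope of the H113N on the WT fold changes was 0.242, against 0.247 before; that fit took up 1.74% of the variance of the fold changes in WT and 3.03% in H113N, so there was little of either bias to remove.

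Less complete YFH1 shutoff was weighed as well. The YFH1 level left was 1.48 times as high in H113N as in WT, in the direction that explanation predicts. The libraries nearest in level speak against it as the whole explanation, and the trends within genotypes are mixed. The libraries nearest to each other in this respect were replicate 4 of WT (8.93 CPM, the highest in WT) and replicate 4 of H113N (9.03 CPM, the lowest in H113N), whose slopes were 0.917 and 0.254. Within WT the slope rose with the YFH1 left, opposite to a dose effect: 0.8248 at 5.861 CPM, 0.9117 at 6.711, 0.9153 at 7.145 and 0.9169 at 8.926. Apart from the lowest, the WT slopes were nearly level. In H113N the slopes were 0.2536 at 9.034 CPM, 0.2253 at 9.312, 0.2621 at 11.23 and 0.2079 at 12.73. The lowest H113N slope thus stood at the highest level, as a dose effect would have it. With 4 libraries per genotype whose YFH1 levels do not overlap, no relation was tested, the lowest WT slope belongs to replicate 2, whose control library stood apart, and YFH1 protein was not analysed here. A YFH1 difference may therefore account for part of the smaller effect but is not shown to, and a lower response in cells with mutated H3 remains a hypothesis.

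A shifted H113N baseline makes up part of the difference. Genes with a 2-fold difference in 2 WT replicates were scored with the other 2, in 6 divisions. On average 24.7% of the difference of differences stood in the H113N baseline, meaning that H113N with YFH1 on already lay in the direction of the shutoff effect (22.5% to 28.8% over the divisions). The share was 58.4% for genes that rose on shutoff and -18% for genes that fell. It was 48.7% for the iron list (42.1% to 55.7% over the divisions). For the respiratory list it was 7.18% (-4.55% to 17.4%), so that its sign depended on the division. Both list shares followed whether H3 WT replicate 2, which stood apart, was among the scored replicates. With it scored, the iron share was 53.2% to 55.7% and the respiratory share 13.7% to 17.4%. Without it, they were 42.1% to 43.9% and -4.55% to 1.83%. For raised genes, a higher starting level in H113N may thus account for more of the interaction than a lower end point does.

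In 17 groups of 4 values, the highest or lowest library lay far from the others, where chance alone would give about 8. H3 WT replicate 2 accounted for CYC1 (gap over range 0.89), CCP1 (0.873), the iron regulon median (0.877), the oxidative stress median (0.947) and the scores on the second (0.881) and the third (0.849) principal component. Its total count ranked as number 3 from the lowest of the 4 WT libraries, so sequencing depth was not low. Its deviations correlated at -0.108 on average with those of replicate 2 of the other groups, against a batch of replicate 2. Its highest correlation with the difference of another group from WT was 0.146, against a mixture with another group. A difference in the state of that culture is a candidate explanation that was not tested further, and the design gives no biological factor for a single culture.

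The other libraries that lay apart were WT replicate 4 for ADH2 (0.95) and replicate 3 for TAL1 (0.857); H113N replicate 5 for LSO1 (0.847), FRE1 (0.831) and CTR1 (0.901), replicate 3 for ADH2 (0.866) and replicate 4 for the respiratory chain median (0.926). With YFH1 off they were WT replicate 2 for HHT2 (0.91) and the second component (0.848), and H113N replicate 4 for YMR317W (0.837) and replicate 2 for the fourth component (0.846). No explanation was tested for these, and no biological explanation was tested; with those of WT replicate 2 set aside, their number is near what chance gives.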

How the results depend on the processing

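Over 79 results, 811 of 841 values recomputed under another setting kept their direction and their side of the threshold (for counts of genes, stayed within 1.5 times). Of the 841 values, 588 belong to named genes. Apart from YFH1, HHT1 and HHT2, these genes were named for the size or the p of their change in these data. Such changes seldom cross the threshold, so the 811 say little about weaker results. The 4 slope ratios that left out 1 replicate are among the 811 by direction only, since 3 against 3 cannot give a p under 0.1. The count of shutoff calls in H113N ran from 637 to 1307 genes across the 4 fits that each left out 1 replicate, and the interaction count from 1173 to 2074. Both were highest without replicate 2 and lower than with all replicates without any of the others. The cause was not tested directly. Dispersion was estimated over all groups together, so the spread of H3 WT replicate 2 enters every contrast. In that library 165 of 5223 genes lay more than 1 log2 from the mean of the other WT libraries. No other library had more than 25 such genes. With only the groups compared, calls rose in both comparisons without the H3 WT controls with YFH1 on and fell in both with them. H113N against WT went from 3078 to 3493 genes with YFH1 off and from 2716 to 2073 with YFH1 on. Shutoff gave 1481 genes in H113N (48.6% higher, against 57.6% of 1209) and 2560 in WT (2909 before). The majority direction in H113N thus changed with the fit, and how much of this came from the scaling of the libraries was not tested. The counts at least 2-fold changed fell to 203 (H113N with YFH1 on) and 340 (H113N with YFH1 off) when every library had to hold 10 counts; genes and list members with fewer than 10 counts in any library have no value there. The fit of only the groups compared gives no interaction, and the slopes are already paired by replicate number.

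With fry, which asks only whether the genes of a list changed and not whether they changed more than other genes, the copper response list passed the threshold in WT (median 0.738), H113N (0.376) and the interaction (-0.333), and the oxidative stress list in WT (0.35). The respiratory chain interaction was no longer past the threshold with the replicate block (1.566, camera BH-adjusted p = 0.0543). Without replicate 5 the respiratory list missed the threshold in all 3 contrasts; over the 4 fits that left out 1 replicate the medians ran from -2.532 to -2.216 in WT, from -0.876 to -0.794 in H113N and from 1.312 to 1.711 in the interaction. The cause was not tested.

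The change of HHT1 on shutoff in H113N, near 0 in every setting, took the other sign with library size only (-0.042) and with only the groups compared (-0.009). The median log2 fold change of all genes moved by about as much, from 0.0231 to -0.0379 and -0.00467, so these 2 signs follow the scaling of the libraries and say nothing about the gene. The change of HHT1 ran from -0.03 to 0.031 when 1 replicate was left out. HHT2 did the same (-0.042, -0.009, and from -0.013 to 0.027). Neither was past the threshold in any setting. Of 588 recomputed values of named genes, 16 changed, all in YFH1, HHT1 and HHT2: 6 weaker, 4 stronger and 6 with the other sign; the last 6 are all changes of HHT1 and HHT2 on shutoff in H113N, of which 4 are those of the 2 scaling settings.

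The slope ratio ran from 0.254 to 0.286 when 1 replicate was left out, where 3 against 3 cannot give a p under 0.1. Leaving out the genes of chromosomes I and II, an alternative chosen after seeing the data, gave 1007 shutoff calls in H113N and a ratio of 0.2675. The ratio depends on where genes and fold changes are taken from: it was 0.266 from WT, 0.321 from the mean of both genotypes and 0.51 from H113N (the last 2 chosen after seeing the data). The depth limits genes with few counts: 3 counts stand at up to 0.487 CPM.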

Other observations

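The tests of windows, random gene sets and the H113N mutation itself for chromosomes I and II, of random gene sets for chromosome ends (all matched sets included), and of random lists for a-specific genes were chosen only after the result was seen; the splits of the samples and the tests of GC content, shared reads and a/alpha cells were chosen before their results were seen.

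Other splits of the same libraries were tried for each comparison. There are 35 splits of 8 libraries (for the interaction, of 8 differences between off and on libraries). Of these, 8 part all same-numbered pairs as the real split does. Their smallest possible share is 0.125, so these 8 splits cannot go below 0.05. For each of the 5 comparisons, 1 of these 8 splits, the real one, gave as many genes past the threshold, and 1 as many genes changed at least 2-fold. For the iron, respiratory and oxidative stress lists, 1 of 8 splits gave an absolute median as large in WT, in H113N and in the interaction, and likewise for copper in WT and H113N; for the copper interaction 2 of 8 did. The largest other count among the 8 was 604 genes, for shutoff in WT. The splits that part fewer pairs compare groups that each hold both members of some pairs, so all 35 can be used only if the numbers do not pair the samples. Over all 35, the real split alone gave as many genes past the threshold in each of the 5 comparisons, and as many changed at least 2-fold. The absolute median was as large in 2 of 35 splits for oxidative stress in H113N and in 3 for the copper interaction, the real one included. Of the splits that part fewer pairs, 1 gave 317 genes for H113N with YFH1 on.

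The rise of chromosomes I and II in H113N with YFH1 on ran along both chromosomes. All 26 windows of up to 20 neighbouring genes had a median log2 fold change above 0, from 0.071 to 0.588, while 44.2% of 274 windows on the other 14 chromosomes did, so a few strongly changed genes do not account for it. Of 10000 random gene sets of 506 genes, 0.01% (the smallest share the draws can give) reached a median as high as 0.214. After a fit on GC content and gene length and expression, the median of these genes less that of the others was 0.226, against 0.228 before. With YFH1 off, H113N kept 10.9% of the shift; since the rise was noticed with YFH1 on, this restates it and cannot exclude an effect of the H113N mutation itself that needs YFH1 on. The mean shifts of 0.214 and 0.207 amount to 16% and 15.4% more transcript. Extra copies of these chromosomes in part of the H113N cells with YFH1 on are a candidate explanation, offered as a hypothesis, since DNA was not analysed here. If the same cells carried both, the shifts would rise together across libraries, but they ranked in opposite order: 0.294, 0.227, 0.194 and 0.14 on chromosome I and 0.161, 0.17, 0.226 and 0.271 on chromosome II for replicates 4, 3, 2 and 5. With 4 libraries this order was not tested, and it speaks against a single group of cells with both copies. Chromosome V was 5.98% to 7.6% higher in all groups other than WT (or lower in WT). By the same window test, 13 of its 14 windows had a median above 0 in H113N with YFH1 on. A few strongly changed genes thus do not account for its rise there, and no other explanation was tested for it.

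Genes near chromosome ends were higher in H113N with YFH1 on. Among the 10 outermost genes of each arm, 54 of 167 tested genes (32.3%) were at least 2-fold higher (edgeR, BH-adjusted p under 0.05), against 5.99% of other genes, and 2 were at least 2-fold lower. Of 10000 random gene sets of matched expression, 0.01% (the smallest share possible) held as many, with 32 as their median number, so that the excess over matched genes was 1.69 times. Without families that have at least 3 members near ends, which tests reads shared between gene family members, 39 of 130 genes (30%) were as much higher, 5.01 times the share of all other genes but 1.62 times the median of 24 in matched sets. With YFH1 off, 46 genes (27.5%, against 7.72% of other genes) were higher, where matched sets held a median of 36 and 2.77% of them held as many. With library size only the shares with YFH1 on were 34.1% and 6.36%. Shutoff in WT, with H3 unchanged, raised 31 of the 167 genes (18.6% against 4.52%), where matched sets held a median of 12. This comparison and that of H113N with YFH1 on share the same WT control libraries, so low values near ends in those libraries would give both excesses. With YFH1 off, where the WT libraries are others, the excess over matched genes was 1.28 times. Whether the excess is particular to the H3 mutation therefore cannot be told, and no biological explanation for it was tested.

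The 7 a-specific genes fell on YFH1 shutoff in WT, by a median log2 fold change of -2.23 (range -3.42 to -1.81), and by -0.64 in H113N, with a median interaction of 1.69. The medians were -2.34, -0.71 and 1.74 with library size only. Random lists of matched expression, a test of random gene sets, reached as low a median in 0.01% of 10000 draws, the smallest share possible. If a/alpha diploid cells were in the culture, haploid-specific genes would fall too, and their median in WT was -0.706 (6 of 6 called by edgeR, BH-adjusted p under 0.05), in the direction that explanation predicts; in H113N it was 0.13. Dilution by such cells would, however, lower both lists by a similar factor, and the falls did not overlap: from -1.527 to -0.434 over the haploid-specific genes against -3.42 to -1.814 over the a-specific genes. A mixture with a/alpha cells could therefore account for part of the fall at most. Lower activity of the mating pathway in WT cells without YFH1 is another hypothesis, which was not tested.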
